# Characterization of the Potential Role of NTPCR in Epithelial Ovarian Cancer by Integrating Transcriptomic and Metabolomic Analysis

**DOI:** 10.3389/fgene.2021.695245

**Published:** 2021-09-01

**Authors:** Hongkai Shang, Huizhi Zhang, Ziyao Ren, Hongjiang Zhao, Zhifen Zhang, Jinyi Tong

**Keywords:** epithelial ovarian cancer, transcriptome sequencing, metabolomics sequencing, NTPCR, nucleoside-triphosphatase cancer-related

## Abstract

**Background:**

Epithelial ovarian carcinoma (EOC) is a malignant tumor with high motility in women. Our previous study found that dysregulated nucleoside-triphosphatase cancer-related (NTPCR) was associated with the prognosis of EOC patients, and thus, this present study attempted to explore the potential roles of NTPCR in disease progression.

**Methods:**

Expressed level of NTPCR was investigated in EOC tissues by RT-qPCR and Western blot analysis. NTPCR shRNA and overexpression vector were generated and transfected into OVCAR-3 or SKOV3 cells to detect the effect of NTPCR on cell proliferation, cell cycle, cell migration, and invasion. Transcriptomic sequencing and metabolite profiling analysis were performed in shNTPCR groups to identify transcriptome or metabolite alteration that might contribute to EOC. Finally, we searched the overlapped signaling pathways correlated with differential metabolites and differentially expressed genes (DEGs) by integrating analysis.

**Results:**

Comparing para-cancerous tissues, we found that NTPCR is highly expressed in cancer tissues (*p* < 0.05). Overexpression of NTPCR inhibited cell proliferation, migration, and invasion and reduced the proportion of S- and G2/M-phase cells, while downregulation of NTPCR showed the opposite results. RNA sequencing analysis demonstrated cohorts of DEGs were identified in shNTPCR samples. Protein–protein interaction networks were constructed for DEGs. STAT1 (degree = 43) and OAS2 (degree = 36) were identified as hub genes in the network. Several miRNAs together with target genes were predicted to be crucial genes related to disease progression, including *hsa-miR-124-3p*, *hsa-miR-30a-5p*, *hsa-miR-146a-5*, *EP300*, *GATA2*, and *STAT3*. We also screened the differential metabolites from shNTPCR samples, including 22 upregulated and 22 downregulated metabolites. By integrating transcriptomics and metabolomics analysis, eight overlapped pathways were correlated with these DEGs and differential metabolites, such as primary bile acid biosynthesis, protein digestion, and absorption, pentose, and glucuronate interconversions.

**Conclusion:**

NTPCR might serve as a tumor suppressor in EOC progression. Our results demonstrated that DEGs and differential metabolites were mainly related to several signaling pathways, which might be a crucial role in the progression of NTPCR regulation of EOC.

## Introduction

Epithelial ovarian carcinoma (EOC) is a leading cause of cancer death and accounts for a high incidence rate in women more than 50 years old. Surgery and platinum-based chemotherapy have been confirmed as a standard treatment method for advanced EOCs. However, the 5 years survival rate of advanced EOC is still less than 30% for platinum resistance or disease relapse (Holschneider and Berek, 2000). Thus, understanding the mechanism of disease progression will promote an effective therapeutic method for EOC.

As the cost becomes more affordable in next-generation sequencing (NGS) technology, transcriptomic analysis has been extensively utilized to identify novel biomarkers for early detection, diagnosis, and therapeutics in cancers. A recent study of systematic transcriptome analysis has revealed tumor-specific mRNA isoforms for ovarian cancer diagnosis and therapy by using RNA-seq methods (Barrett et al., 2015). Another paper showed NGS was used to identify transcriptome changes and hypermethylation associated with cisplatin resistance in high-grade serous ovarian cancer (Lund et al., 2017). Although findings promoted a better understanding of ovarian cancer, disease progression still could not be explained only on the transcriptomic alteration. More efforts should be directed to elucidate complicated genetic network and its interactions with biomolecules, such as metabolites. Recently, integrating transcriptome profiling with metabolic profiling analysis has been demonstrated to be an effective method to identify differential genetic and metabolic pathways in various cancer types (Zhang G. et al., 2013; Popławski et al., 2017).

Our previous study has reported that high expression levels of nucleoside-triphosphatase cancer-related (NTPCR) were related to better prognosis in EOC patients (Shang et al., 2020). Thus, this present study aimed to explore the potential roles of NTPCR in disease progression. Based on transcriptomic profiling analysis, we screened differentially expressed genes (DEGs) between shNTPCR groups and shNC groups in EOC cells, and following performed functional analysis, interaction network analysis, prediction of miRNAs, and target transcription factors (TFs). Integrating the transcriptomic and metabolomic profiling analysis revealed crucial overlapped pathways correlated with DEGs and metabolites in EOC. The integrative analysis of our study promoted a better understanding of NTPCR roles in EOC, which might facilitate therapeutic or prognosis discovery of biomarkers.

## Materials and Methods

### Cell Lines and Culture Conditions

Epithelial ovarian carcinoma cell lines (SKOV3, CAOV-3, OV-1063, and OVCAR-3) and human ovarian epithelium cell line IOSE80 were purchased from Chinese Academy of Sciences (Beijing, China). The cells were cultured in RPMI-1640 medium supplement with 10% fetal bovine serum and maintained in a condition of 37°C and 5% CO_2_.

### Samples

Approved by the Ethics Committee of Hangzhou First People’s Hospital (approval no. IRB#2021-20210406-01), with informed consent by patients, we collected 22 tissue samples from 11 patients. These specimens were human tissue specimens that were pathologically diagnosed as epithelial ovarian cancer during staging ovarian cancer surgery, including cancerous tissues and para-cancerous tissues.

### RT-PCR Analysis

The total RNA was extracted from EOC cells and tissues using TRIzol (TaKaRa Inc. Tokyo, Japan). Reverse transcription kit (TaKaRa Inc., Tokyo, Japan) was used to transform RNA to cDNA. The mRNA levels of NTPCR in tumor cells and tissues were detected using SYBR Green kit (Thermo Inc., Waltham, MA, United States), and GAPDH was set as an endogenous control. The relative expression levels of NTPCR in different samples were determined by the method of comparing CT values (ΔΔCT) and normalization with internal reference. The primers were NTPCR-hF: ACCCGTCTTGAGGAATGTGA and NTPCR-hR: CTCTTGAACTGGGCACTCCT, and GAPDH-hF: TGACAACTTTGGTATCGTGGAAGG and GAPDH-hR: AGGCAGGGATGATGTTCTGGAGAG.

### Cell Transfection

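The NTPCR gene (ENSG00000135778.11) lies on the plus strand of chromosome 1 of GRCh38 from 232950605 to 232983882, and its canonical transcript NTPCR-202 in the Gencode v44 annotation has 5 exons. The shRNA1 sequence GGCCTTTATCGAGAGTTGGGTTAGA was found across the junction of exons 2 and 3, with 19 bases in exon 2 (232955701 to 232955719) and 6 bases in exon 3 (232956347 to 232956352). The shRNA2 sequence CCTCTGGTGTGCCTGTTGATGGATT lies in exon 2 from 232955605 to 232955629. The shRNA3 sequence CAGTATGTGGTCGACCTGACTTCTT lies in exon 3 from 232956387 to 232956411. All 3 sequences fall in the coding sequence, and no other annotated gene had a transcript with a full match to any of them. A stretch of 16 consecutive bases of shRNA2 also occurred in transcripts of 2 other genes, TTN and ENSG00000287788, and no such stretch of shRNA1 or shRNA3 occurred in another gene.

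**Figure D1:**
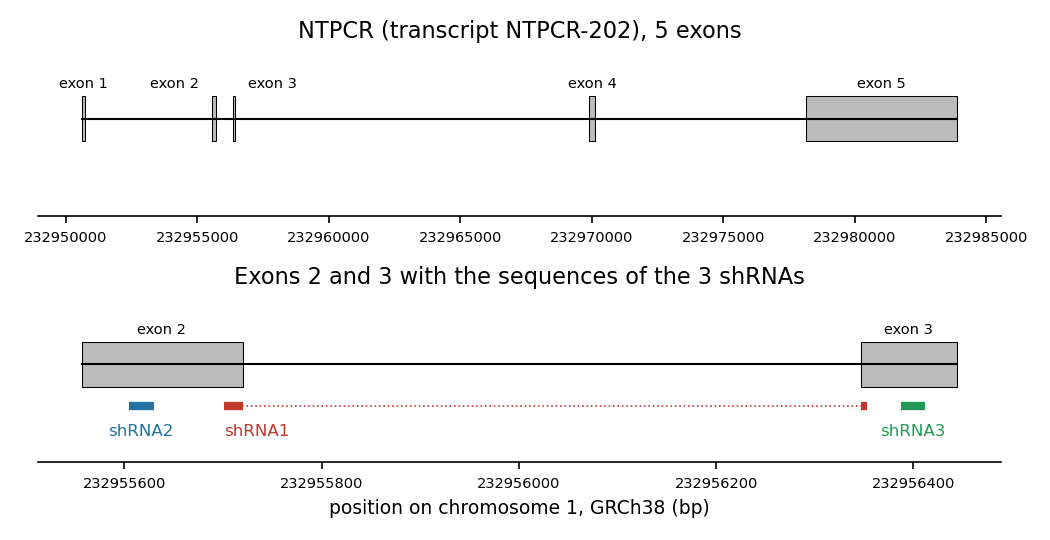
Map of the NTPCR transcript NTPCR-202 on chromosome 1 of GRCh38, drawn to scale in bp, with its 5 exons as grey boxes (upper panel) and exons 2 and 3 enlarged (lower panel). Coloured bars mark the 25 bases matched by each shRNA, and the dotted line joins the parts of shRNA1 in exon 2 and exon 3.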

The overexpression vector of NTPCR used a commercial vector (Sino Biological, Beijing, China, cat: HG17161-NY); shRNA was synthesized by Shanghai Gima Biopharmaceutical Technology (sequence as follows): shRNA1, 5′-GGCCTTTATCGAGAGTTGGGTTAGA-3′; shRNA2, 5′-CCTCTGGTGTGCCTGTTGATGGATT-3′; and shRNA3, 5′-CAGTATGTGGTCGACCTGACTTCTT-3′. shRNA was inserted into pGPU6/Neo to obtain the corresponding plasmid. SKOV3 and OVCAR-3 cells were taken in the logarithmic growth phase and transfected with Lipofectamine^TM^ 2000. Six hours later, the mixture was aspirated and changed to a normal medium to continue culturing. After 72 h, the cells were harvested and used to detect molecular expression by RT-PCR.

### Cell Viability

Cell viability was evaluated using a CCK-8 kit (Beyotime Biotechnology, China) following the protocol of the manufacturers. SKOV3 and OVCAR-3 cells were seeded into 96-well plates with 3,000 cells per well. After transfecting the overexpression vector or interference shRNA vector of NTPCR for 24, 48, 72, and 96 h, a total of 10 μl CCK-8 solution was added to wells, and the optical density (OD) values were read at 450 nm using a microplate reader system.

### 5-Ethynyl-2′-deoxyuridine (EdU)

Cell proliferation was detected by BeyoClick^TM^ eyoClick cell proliferation detection kit (Biyuntian, C0078S). The following are the general steps. Add EdU to the cell culture medium at a final concentration of 10 μM, incubate for 10 h, and fix with 4% paraformaldehyde for 15 min after phosphate-buffered saline (PBS) immersion. Remove the fixative solution by PBS immersion, and then incubate with 0.5% Triton X-100 at room temperature for 15 min to permeate the membrane. After removing the permeabilization solution, immerse in PBS, add 0.5 ml of Click reaction solution, and incubate for 30 min at room temperature in the dark. Remove the reaction solution, after immersion in PBS, add Hoechst 33342 reaction solution dropwise and incubate at room temperature for 15 min in the dark. Mount the slide with mounting solution containing anti-fluorescence quencher, and then observe and collect the images under a fluorescence microscope (Olympus, BX53).

### Flow Cytometry Analysis

After cell transfection, SKOV3 and OVCAR-3 cells were harvested for flow cytometry analysis. Differential groups of cells were washed with PBS three times and then stained with propidium iodide (PI)/RNase solution following the protocol of the manufacturer. Cell cycles were detected by using FACScan flow cytometer (BD Biosciences) and analyzed using FlowJo software.

### Transwell Assay

We evaluated the effect of NTPCR on the cell invasion and migration abilities by using the Transwell system. The membranes of inserts were precoated with Matrigel for invasion assay overnight. After that, SKOV3 and OVCAR-3 cells were harvested and suspended using serum-free RPMI-1640 medium. Thus, 200 μl of cell suspension including 2.0 × 10^4^ cells was added into the upper chamber, while 500 μl of culture medium with 10% fetal bovine serum (FBS) was added into the lower chamber. Following incubation for 24 h, the cells were fixed with 4% paraformaldehyde and stained with 0.1% crystal violet for 10 min. The results were analyzed by using a microscope (Olympus IX73; Olympus Corporation, Tokyo, Japan).

### Western Blotting

The protein samples prepared in ice-cold RIPA buffer were separated on SDS-PAGE gels and then transferred onto polyvinylidene fluoride (PVDF) membranes. The membranes were then blocked in 5% skimmed milk at room temperature for 1 h and then incubated with the primary antibody solution (NTPCR: Biodragon BD-PT3202 anti-rabbit monoclonal, 1:1,000; GAPDH: Proteintech 60004-1-lg mouse monoclonal, 1:1,000) at 4°C overnight. The following day, the secondary antibodies (Peroxidase AffiniPure Goat Anti-Rabbit IgG (H + L), 1:10,000; Peroxidase AffiniPure Goat Anti-Mouse IgG (H + L), 1:5,000) were added and then incubated at room temperature for 2 h. For chemiluminescence development, Millipore ECL system was used; to perform grayscale analysis on the data, TanonImage was used, and then statistical analysis was performed on the grayscale analysis results. The data mapping software is GraphPad Prism5.

### Transcriptomic Sequencing

We performed RNA-sequencing on an Illumina system for shNTPCR and control shNC group with three duplications per group. Firstly, Trimmomatic version 3.6 (Bolger et al., 2014) tool was used to clean up the reads by removing adapters and low-quality reads (quality value less than 20), and the reads with N ratio exceeding 10% or length less than 50 bp were also removed. Hisat2 software (v2.05) (Siren et al., 2014) was used for the alignment of clean reads to human genomic database (GRCH38, Gencode) (Harrow et al., 2012). Moreover, human genome annotation in the resulting files was mapped to corresponding read count by using featureCounts tools (Liao et al., 2014). Further filtering was performed for different results according to the fragments per kilobase of exon per million fragments mapped (FPKM) method, and the genes with FPKM value less than 0.1 in any samples were removed.

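From the deposited fragment counts and gene lengths, FPKM was computed for the 58381 annotated genes in each of the 6 libraries. An FPKM of at least 0.1 was reached in all 6 libraries by 17236 genes and in at least 1 library by 28250 genes. The filtered table deposited by the authors holds 22838 genes, with the same counts as the files of the single libraries. It keeps every one of the 20329 genes that reached this minimum in 4 or more libraries. Of the genes that reached it in 3, 2 or 1 libraries, it keeps 1399, 851 and 259, and leaves out 456, 1393 and 3563. None of the 30131 genes below the minimum in all libraries is in the table.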

Quasi-likelihood *F*-tests in edgeR software (Lun et al., 2016) were used to analyze DEGs between shNTPCR and shNC samples by setting | logFC| > 1.585 and false discovery rate (FDR) < 0.05 as cutoff criteria. Two-dimensional clustering analysis and functional enrichment analysis were conducted for these DEGs.

We further screened the gene–disease associations from the DisGeNET database (Piñero et al., 2016), a comprehensive platform containing information on human disease genes and related variants. As for the DEGs screened from the database, the expression status in EOC was investigated by using Gene Set Enrichment Analysis (GSEA) algorithm, a computational algorithm to assess significant differences of defined gene sets among biological phenotypes (Subramanian et al., 2007).

We analyzed the interactions of protein–protein according to the STRING online tool and constructed the protein–protein interaction (PPI) network using Cytoscape software. It has been shown that proteins with similar functions tend to cluster together in the PPI network, and thus, we mined the functional modules using MCODE tool (Bader and Hogue, 2003; Davis, 2015).

To further explored the regulation mechanism of EOC, we screened the miRNA–gene and TF–gene pairs using Enrichr (Chen et al., 2013) and ENCODE tools (Rosenbloom et al., 2011) and constructed an miRNA–TF–gene network.

### Metabolomics Sequencing

The EOC cell extract samples derived from the shNTPCR and shNC groups were analyzed by the ultra performance liquid chromatography (UPLC) method on a quadrupole time-of-flight (Q-TOF) liquid chromatography–mass spectrometry (LC-MS) system. Duplicates from 10 controls together with five QC samples were obtained to evaluate the assay reproducibility.

Metabolomics data under positive ion mode and negative ion mode were obtained and first normalized before multivariate analysis. We performed unsupervised principal component analysis (PCA) and supervised partial least-square discriminant analysis (PLS-DA) to explore the metabolic differences in NTPCR samples.

As for the differential performance of metabolites between two groups, metabolite analysis was conducted using MBROLE 2.0, which is a web server designed to permit systemic analysis for metabolomic data (Chong et al., 2018). Corresponding KEGG pathways were screened with *p* < 0.05 as cutoff criteria.

### Integrated Transcriptomic Analysis and Metabolomics Analysis

We used the KEGG pathway-based method to analyze differential metabolites and genes in a biological process. The thresholds were set as num-overlapping-metabolites/genes > 0 and p joint/metabolites < 0.05.

### Statistical Analysis

Prism9.0 statistical software was used for data analysis. All data were expressed as mean ± standard deviation (±S). Pairwise comparisons between different groups were performed by one-way analysis of variance, and *p* < 0.05 was considered statistically significant.

## Results

### NTPCR Was Upregulated in EOC Tissues

The expressed status of NTPCR was detected in EOC tissues via RT-qPCR analysis and Western blot analysis. The results showed that the expression of NTPCR in cancer tissues was significantly increased compared to para-cancerous tissues (Figure 1, *p* < 0.05).

**FIGURE 1:**
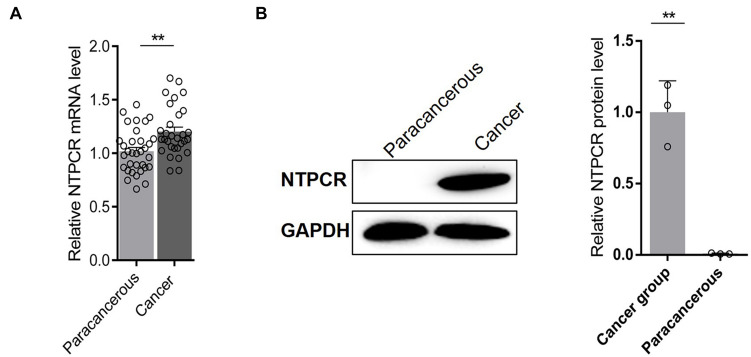
*Via***(A)** RT-qPCR analysis and **(B)** Western blot analysis, the expression of NTPCR in cancer tissues was significantly increased compared to para-cancerous tissues (**p < 0.01).

### NTPCR Inhibits Cell Proliferation, Cell Cycle, and Cell Migration and Invasion in the EOC Cell Line

To further investigate the potential role of NTPCR on the biological function of EOC, we first constructed the overexpression and interference vector of NTPCR, and qRT-PCR verified its effect (Figure 2A). Simultaneously, analysis of NTPCR expression levels in different EOC cell lines (SKOV3, CAOV-, OV-1063, and OVCAR-3), and normal ovarian epithelial cell line IOSE80 as a control, found that the expression levels of NTPCR in SKOV3 and OVCAR-3 cells were higher (Figure 2B, *p* < 0.05); hence, we chose these two strains of cells for follow-up experiments.

**FIGURE 2:**
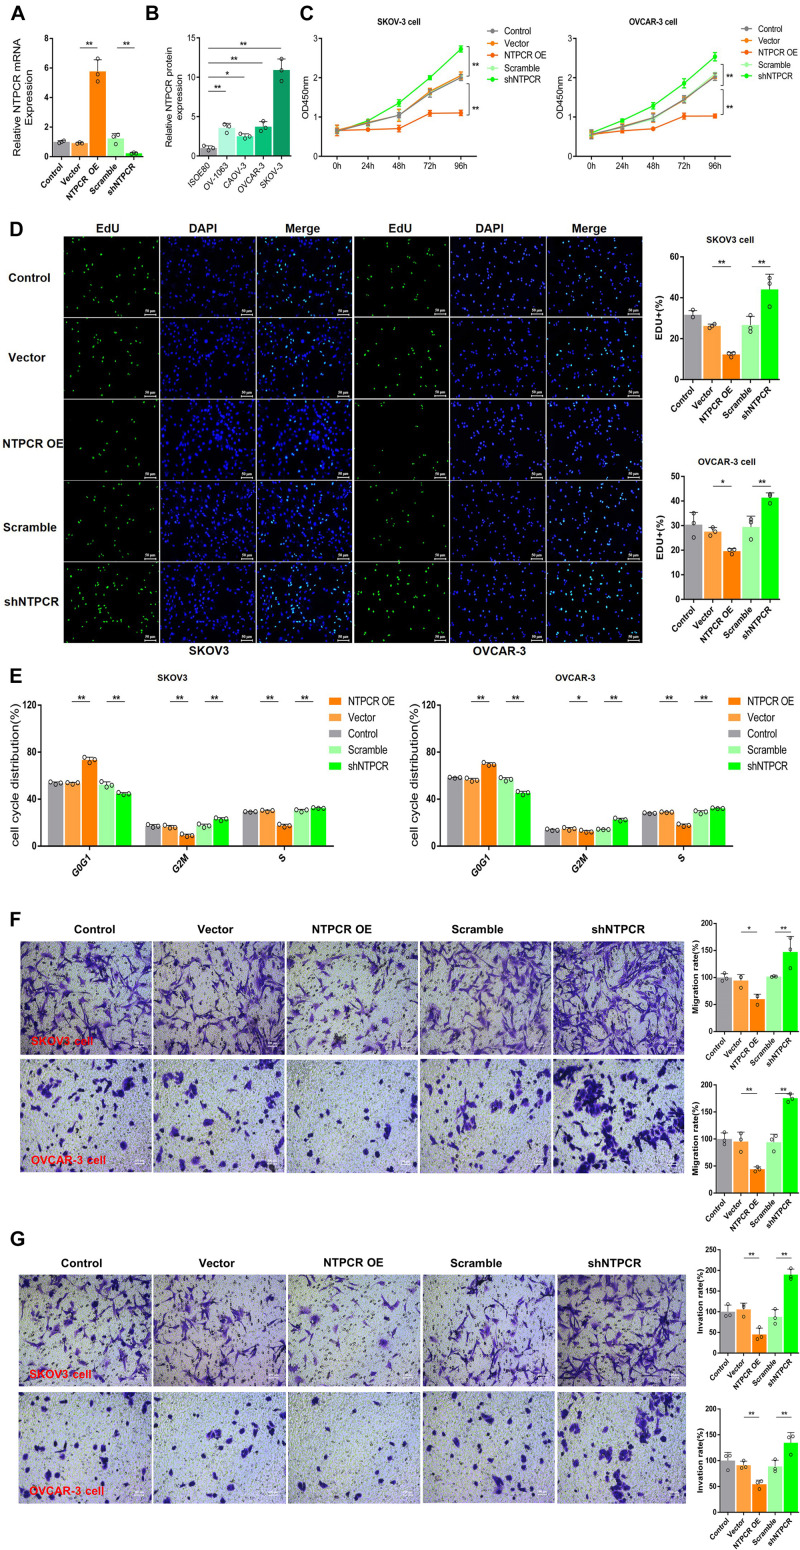
Knocking out of NTPCR-induced cell proliferation, S phase arrest, promoted cell invasion, and migration in SKOV3 cell line. **(A)** The construction of the overexpression vector and interference shRNA vector of NTPCR. It can be seen from the left figure that compared with Scramble groups, the expression of NTPCR in shRNA groups was significantly reduced, and shRNA1 was more obvious. That is why we previously chose shRNA1 for the subsequent experimental studies. It also can be seen from the right figure that compared with the vector groups, the expression of NTPCR in NTPCR OE groups was significantly increased, and compared to the Scramble groups, shNTPCR groups were significantly reduced (*p < 0.05, **p < 0.01). **(B)** NTPCR expression levels were significantly upregulated in four ovarian cancer cell lines (SKOV3 vs. IOSE80, *p* < 0.01; CAOV-3 vs. IOSE80, *p* < 0.05; OV-1063 vs. IOSE80, *p* < 0.01; and OVCAR-3 vs. IOSE80, *p* < 0.01) compared with the human ovarian epithelium cell line IOSE80. **(C)** The effect of NTPCR on the viability of epithelial ovarian cancer cells. The CCK-8 assays were performed to evaluate the cell proliferation after being cultured at 24, 48, 72, and 96 h (**p < 0.01). **(D)** The effect of NTPCR on the DNA replication ability of epithelial ovarian cancer cell lines SKOV3 and OVCAR-3. In the figure, EdU detects the DNA replication ability (*p < 0.05, **p < 0.01). **(E)** The picture shows the distribution of the cell cycle detected by PI. NTPCR increased the proportion of G0/G1-phase cells in epithelial ovarian cancer cells and decreased the proportion of S-phase and G2/M-phase cells (*p < 0.05, **p < 0.01). **(F,G)** Transwell assesses the effect of NTPCR on the migration and invasion of epithelial ovarian cancer cells. In SKOV3 cells and OVCAR-3 cells, overexpression of NTPCR reduced cell migration ability, and downregulation of NTPCR increased cell migration ability. The results show the same in the cell invasion experiment (*p < 0.05, **p < 0.01).

In the CCK-8 assays, cell viability exhibited significant differences between NTPCR over expression (OE) and shNTPCR groups (Figure 2C, *p* < 0.01), indicating that overexpression of NTPCR inhibited EOC cell viability and interference with NTPCR expression increased cell viability. EdU results showed that NTPCR downregulation of NTPCR expression promotes the DNA replication process (Figure 2D), which shows that knockdown of NTPCR promoted cell proliferation in EOC cells. The effect of NTPCR on the cell cycle was also analyzed by flow cytometry analysis, and we found that overexpression of NTPCR increased the proportions of G0/G1phase cells and decreased the proportions of S- and G2/M-phase cells, while downregulating NTPCR expression was just the opposite (Figure 2E). Finally, through the Transwell chamber experiment, we found that NTPCR inhibited the metastatic and invasive abilities of EOC cells (Figures 2F,G). On the whole, we have enough reasons to believe that NTPCR can inhibit the biological process of EOC and act as a tumor suppressor.

### Transcriptomic Analysis on the Effect of NTPCR Expression in EOC

On the basis of clarifying that NTPCR inhibits the biological process of EOC, we intended to initially explore the mechanism of NTPCR regulating the progress of EOC. 

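The transcriptomic experiment compared SKOV3 cells, an established human ovarian carcinoma line, carrying an shRNA against NTPCR (shNTPCR) with cells carrying a control shRNA (shNC), with 3 libraries per group. The RNA-sequencing section of the paper does not name the cell line, which was taken from the sample labels. The methods describe a pGPU6/Neo plasmid transfected with Lipofectamine, whereas the labels describe a lentiviral pLKO.1 vector with puromycin selection. The labels also give the treatment of the shNC cells as untreated, although their titles and protocol name a negative control, and the group was taken from the titles. The authors deposited the number of read pairs (fragments) counted on each gene of Gencode v28 by featureCounts v1.6.0, without strand and without multi-mapping fragments, and these counts are not normalized. The shNTPCR libraries held 18474227, 21286669 and 20474474 counted fragments and the shNC libraries 20278726, 23766517 and 22555039, with medians of 20474474 and 22555039. At this depth, 3 fragments of a gene correspond to 0.126 to 0.162 CPM (counts scaled to library size), and genes with at most 3 fragments in every library of a group are treated as at the floor. Between libraries of the same group, gene counts differed by more than the sampling noise (chi-square per degree of freedom from 2.30 to 12.2), so none was counted as a duplicate of another. The most abundant gene, EEF1A1, took 1.14% to 1.23% of the fragments in shNTPCR libraries and 0.711% to 0.733% in shNC libraries, and the TMM factors that correct for such shifts were 0.931 to 0.957 and 1.05 to 1.07. As in the paper, the groups were compared with quasi-likelihood F-tests in edgeR, here over the 22838 genes of the filtered table of the authors. A DEG had a |log2FC| above 1.585 and a Benjamini-Hochberg FDR below 0.05. Because strand was not used, counts of antisense and overlapping genes are uncertain, as are those of near-identical copies. With 3 libraries against 3, an exact permutation test of a single gene gives a two-sided p of at least 0.10.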

First, we analyzed the mRNA expression profile of the shNTPCR and shNC groups through transcriptomics and screen out DEGs, and under the cutoff criteria of | log_2_FC| > 1.585 and FDR < 0.05, we screened a total of 1,408 DEGs between the shNTPCR group and shNC group, including 783 upregulated and 625 downregulated genes. 

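The targeted gene was lower in each shNTPCR library than in each shNC library. NTPCR reached 8.66, 8.33 and 7.36 CPM in the shNTPCR libraries and 27.8, 26.6 and 26.4 CPM in the shNC libraries, or 8.12 ± 0.676 against 26.9 ± 0.753 CPM (SD, n = 3). Its log2FC was -1.73 (standard error 0.095, FDR = 3.9e-09 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -1.76 to -1.65 when each library was left out in turn. With offsets for GC content and gene length, an alternative chosen after the data had been seen, the log2FC of NTPCR was -1.54, which is below the fold change cutoff.

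**Figure D2:**
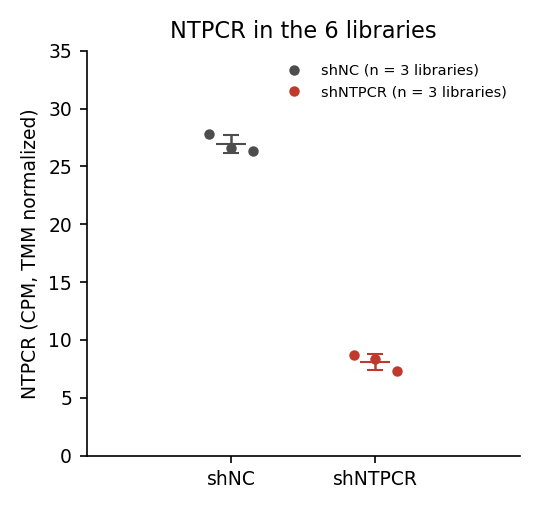
CPM of NTPCR (vertical axis, from 0, TMM normalized) in the 3 shNC and 3 shNTPCR libraries; points are libraries, and horizontal bars with whiskers give the mean ± SD. The shNTPCR libraries lie between 7.36 and 8.66 CPM, all below the shNC libraries.

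Over the 22838 genes, 1408 DEGs were found, of which 783 were upregulated and 625 downregulated. The fold change cutoff removed most of the significant genes, since 10599 genes had an FDR below 0.05 at any fold change (5047 higher and 5552 lower in shNTPCR). The 2 groups did not overlap in 1382 of the DEGs (98.2%, against 54.3% of all genes tested and 10% by chance for an unselected gene). DEGs were selected for a difference between the same libraries, so their share is not independent evidence. By biotype, the DEGs comprised 691 protein-coding genes, 206 lincRNAs, 188 antisense genes and 120 processed pseudogenes. By depth, 487 DEGs had a mean below 10 fragments per library, 564 from 10 to below 100, and 357 at least 100. One of the groups was at the floor in 341 DEGs, and 103 of these stayed past the fold change cutoff when the floor was used in place of the fitted value. The count moved most when the fold change cutoff was placed inside the test (edgeR's glmTreat), which gave 347 DEGs, 202 upregulated and 145 downregulated. The direction of the split depends on the GC and length offsets, with which 612 DEGs were upregulated and 856 downregulated (41.7% upregulated, against 55.6%), and 1196 DEGs were shared with the 1408.
Among DEGs with a mean of at least 100 fragments and no overlap between groups, CPLX2 (log2FC -5.25), GABRA5 (-4.54), TBX3 (-4.04), ALDH1A1 (-3.80) and TESC (-3.73) fell most. Those that rose most were ENSG00000230387.2 (log2FC 5.05), XXyac-YM21GA2.4 (4.25), LTF (3.90), SCEL (3.87) and AP001052.1 (3.78). Of these, ALDH1A1 had the highest expression, with 61.6 ± 2.09 CPM in shNTPCR and 859 ± 18.5 CPM in shNC (SD, n = 3). To explore the mechanism of NTPCR in EOC, the paper carries these DEGs into enrichment, PPI and miRNA–TF–target network analyses.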

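On log2 CPM of the 22838 genes (prior count 2), the Pearson correlation across genes was 0.988 to 0.991 between libraries of the same group and 0.968 to 0.973 between a shNTPCR and a shNC library. The first principal component held 62.8% of the variance and separated the groups, with shNTPCR libraries from -60.8 to -53.2 and shNC libraries from 53.8 to 61.7, and the second held 11.4%. Genes are not independent replicates, so these correlations describe the 6 libraries and were not tested.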

Bidirectional clustering analysis and Volcano Plot for DEGs are shown in Figure 3A.

**FIGURE 3:**
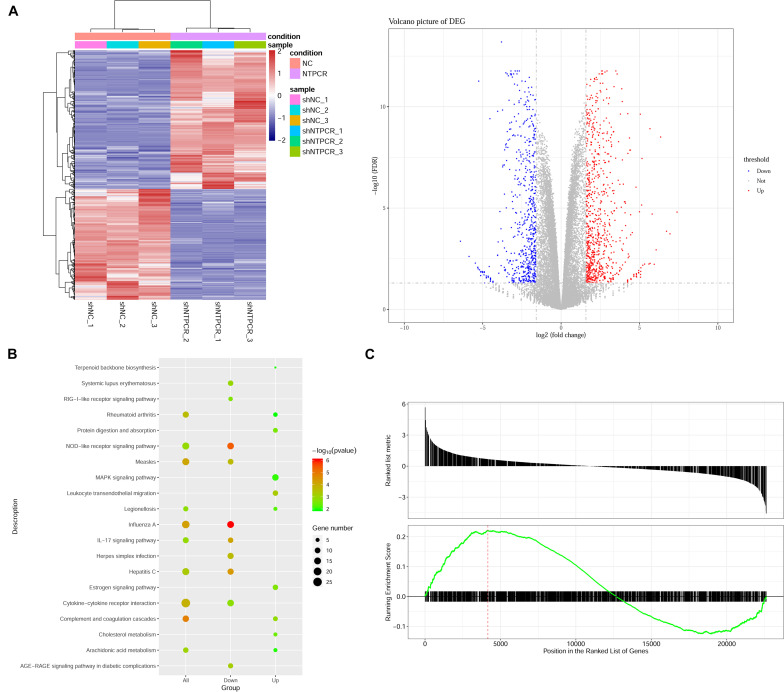
Identification of DEGs between shNTPCR ovarian cancer groups and control shNC groups. **(A)** Two-dimensional clustering analysis (left) and volcano plot (right) for DEGs. Columns in the clustering analysis results represent different samples, while rows refer to differential genes; red and blue color represent upregulated and downregulated expression. Dots in the volcano plot diagram represent differential genes. Red and blue dots refer to upregulated and downregulated genes. **(B)** KEGG pathway enrichment analysis results for DEGs. The pathway with a smaller *p*-value represented a significant enrichment degree. The dot sizes refer to the count number of genes enriched by the pathway category. **(C)** GSEA results of dysregulated genes in ovarian cancer.

We performed the Gene Oncology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for DEGs in shNTPCR groups. The results showed that these genes were mainly related to biological processes of response to the virus, viral genome replication, response to lipopolysaccharide, and extracellular matrix organization. 

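GO terms were not used here, and gene families defined by their symbols were tested for DEGs with two-sided Fisher's exact tests against the other genes tested, with Benjamini-Hochberg adjustment over the 9 families with at least 5 genes. Of the 26 genes in interferon-stimulated families that act in the response to virus (IFI, IFIT, IFITM, ISG15, ISG20, MX, OAS and GBP genes), 18 were DEGs, and all 18 were downregulated (FDR = 1.3e-15). For the extracellular matrix, 6 of 17 matrix metalloproteinase genes were DEGs (FDR = 0.0011). Of these, MMP11 was upregulated, and MMP1, MMP7, MMP12, MMP13 and MMP20 were downregulated. These genes are named because they were DEGs, after their values were seen, except MMP1 and MMP13, which the paper names. MMP1 fell from 1088 ± 14.1 CPM in shNC to 266.8 ± 11.9 CPM in shNTPCR (SD, n = 3). Collagen genes were not past the threshold over DEGs of both directions, with 4 DEGs of 25 (FDR = 0.097). Over downregulated DEGs alone they were (FDR = 0.045), with COL4A5, COL4A6 and COL5A2 downregulated and COL13A1 upregulated (named, except COL4A5, after their values were seen). Histone genes were likewise past the threshold only over downregulated DEGs (6 of 53, FDR = 0.0071, against 0.158 over both directions), and they are near-identical copies whose counts are uncertain. Over DEGs of both directions, 4 families passed the threshold. The number was 7 when genes were required to reach 1 fragment in any library or an FPKM of 0.1 in at least 1 library, and 3 to 5 when each library was left out in turn.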

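For cytokine genes, 8 of 15 chemokine ligand genes were DEGs (FDR = 4.0e-06 in the Fisher's exact tests over gene families). CCL24 and CCL26, named after their values were seen, were upregulated, and 6 were downregulated, among them CXCL2, at 35.4 ± 1.56 CPM in shNTPCR against 122.9 ± 5.16 CPM in shNC (SD, n = 3). Of 23 genes for TNF superfamily ligands and receptors, 5 were DEGs, 3 upregulated (TNFRSF1B, TNFRSF10D and TNFSF9) and 2 downregulated (TNFSF10 and TNFRSF11B; FDR = 0.026), named after their values were seen except TNFSF9 and TNFSF10, which the paper names. In either direction alone this family was not past the threshold (FDR = 0.192 and 0.167). The interleukin family as defined by symbol has 21 genes and includes IL6R, IL23R, IL4R and IL1RN, which are receptor or antagonist genes. Of the 21, only IL1B was a DEG (log2FC 2.66, standard error 0.077), which is no more than the other genes tested (FDR = 1). KEGG gene lists were not used here.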

The signaling pathway categories included NOD-like receptor signaling pathway, IL-17 signaling pathway, hepatitis C, and cytokine–cytokine receptor interaction (Figure 3B).

Moreover, we analyzed the dysregulated gene sets in the shNTPCR group samples by using the GSEA algorithm. The results are shown in Figure 3C (enrichment score = 0.221325, *p* < 0.05). The enrichment score for upregulated genes is slightly higher than that of downregulated genes, indicating that the expression status of gene sets might exhibit a similar effect on EOC.

### PPI Network Analysis

We constructed the PPI networks for these DEGs and screened the top 10 node genes with the higher scores based on the three topological properties (Figure 4A and Table 1). There were 348 nodes and 1,154 edges in the network. Several genes obtained higher degree values, such as STAT1 (degree = 43), OAS2 (degree = 36), OAS1 (degree = 36), IFIT3 (degree = 36), OASL (degree = 36), and MX1 (degree = 36).

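OAS1, OAS2, IFIT3, MX1 and OASL fell in shNTPCR. OAS1 (112906777 to 112933222) and OAS2 (112978395 to 113011723) lie on chromosome 12 of GRCh38. OAS1 had 56.2 ± 4.72 CPM in shNTPCR and 316.7 ± 5.42 CPM in shNC (SD, n = 3), a log2FC of -2.50 (standard error 0.0705, FDR = 5.4e-12, edgeR quasi-likelihood test). OAS2 had 50.2 ± 3.91 against 409.7 ± 26.2 CPM, a log2FC of -3.03. IFIT3 had 40.3 ± 2.41 against 306 ± 6.43 CPM (log2FC -2.92), and MX1 had 83.0 ± 3.92 against 574 ± 15.2 CPM (log2FC -2.79). OASL was the least abundant of the 5, with 9.46 ± 0.684 against 85.0 ± 1.57 CPM, and had the largest change, a log2FC of -3.17.

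**Figure D3:**
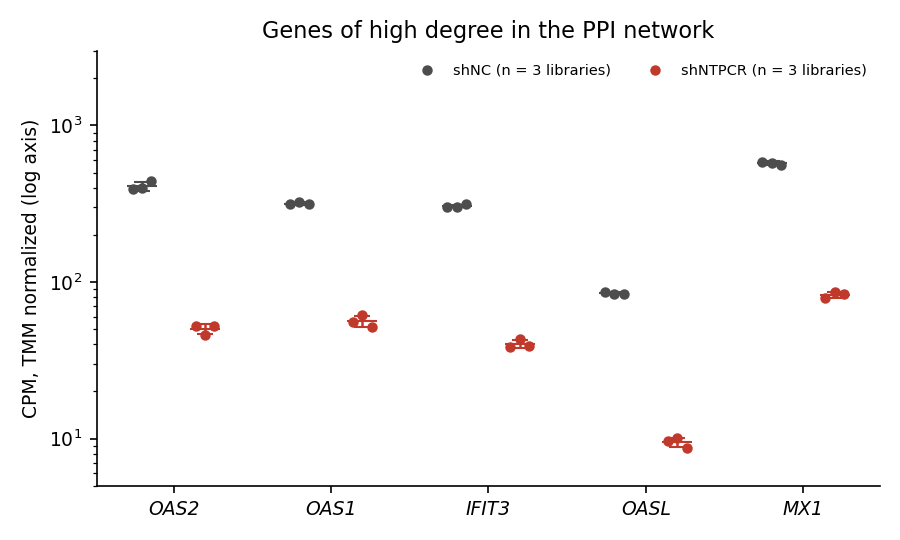
CPM (vertical log axis, TMM normalized) of 5 genes of high degree in the PPI network in the 3 shNC and 3 shNTPCR libraries; points are libraries, and horizontal bars with whiskers give the mean ± SD. In each gene the shNTPCR libraries lie below the shNC libraries, from a log2FC of -2.50 in OAS1 to -3.17 in OASL.

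All 23 genes of Table 1 were DEGs, 7 upregulated and 16 downregulated, adjusted over all genes tested. The paper drew them from the DEGs of these same libraries, so their number is not independent evidence. SPP1 (log2FC 2.58), IL1B and CXCR4 (2.99) were upregulated. Between 22 and 23 of them were DEGs when each library was left out in turn. ITGB2, the gene of Table 1 with the smallest change, passed the cutoff in 4 of those 6 fits. The readthrough gene NME1-NME2 shares its exons with NME1 and NME2, so its count (0.742 ± 0.411 CPM in shNTPCR, 0.138 ± 0.0842 CPM in shNC) is uncertain.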

**FIGURE 4:**
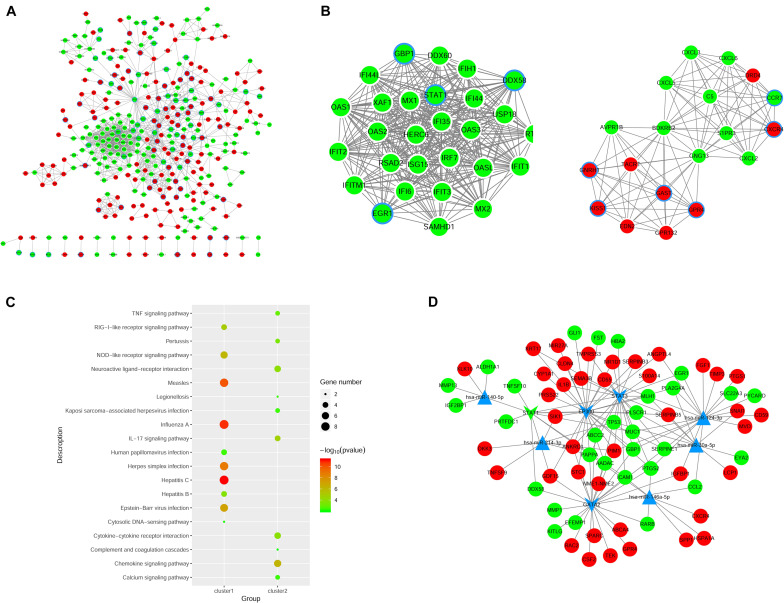
Regulatory network analysis to predict miRNAs and TFs associated with ovarian cancer. **(A)** PPI network construction to analyze DEGs in shNTPCR ovarian cancer groups. The red node represent upregulated genes, while the green dot refer to downregulated genes. The node with blue aperture indicates genes related to ovarian carcinoma. **(B)** Two clusters of functional modules were identified from the PPI network. **(C)** Functional enrichment analysis results for DEGs in subnetwork modules, and the top 10 pathway categories were sorted according to the *p*-value. **(D)** Regulatory network of miRNA–TF–gene was constructed to predict crucial genes correlated with ovarian cancer progression. Dots in red and green color represent upregulated and downregulated genes, respectively; triangular nodes and V-shaped nodes represent miRNA and TFs.

**TABLE 1:** The top 10 hub genes in PPI network were identified as candidate genes related to ovarian cancer according to topological properties (degree centrality, betweenness centrality, and closeness centrality).

Gene	Degree	Gene	Betweenness	Gene	Closeness
STAT1	43	TP53	30206.2	TP53	0.015058
OAS2	36	STAT1	14016.98	STAT1	0.015041
OAS1	36	SPP1	9019.094	ICAM1	0.01504
IFIT3	36	IL1B	8083.106	CCL2	0.015017
OASL	36	ICAM1	7465.445	PTGS2	0.015003
MX1	36	ITGB2	6537.538	SPP1	0.015002
OAS3	35	CMPK2	6499.484	IL1B	0.014997
TP53	34	NME1-NME2	5982	CXCR4	0.014997
IRF7	34	CYP1A1	5829.825	TLR3	0.014992
RSAD2	33	TIMP2	5323.395	EGR1	0.014985

Furthermore, we used MCODE plug to screen subnetwork modules related to PPI networks. 

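The genes that are legible in Fig. 4B were taken as the modules, 27 genes in the first and 13 in the second, and as they were drawn from DEGs of these libraries their tests are not independent evidence. All 27 genes of module 1 were downregulated DEGs, over all genes tested and adjusted over the list alone, with a median log2FC of -2.56 and a range from -3.53 (RSAD2) to -1.77 (IRF7). As a set, module 1 was lower in shNTPCR (camera, p = 2.6e-30 with the preset correlation of 0.01). This held with fry (p = 2.9e-08) and with the correlation estimated from the data, which moved it most (p = 5.7e-04). All 13 genes of module 2 were DEGs over all genes tested and adjusted over the list alone, 8 upregulated and 5 downregulated, in the directions drawn in Fig. 4B. Module 2 was not past the threshold with camera (p = 0.20; 0.36 with the estimated correlation) and was with fry (p = 0.019). Its fitted median log2FC was 2.11, and 1.66 with the 2 genes at the floor set to their bounds. These are GAST, at least 2.01-fold higher, and AVPR1B, at least 1.70-fold lower, which were DEGs in 4 and 1 of the 6 fits that each left out one library.

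**Figure D4:**
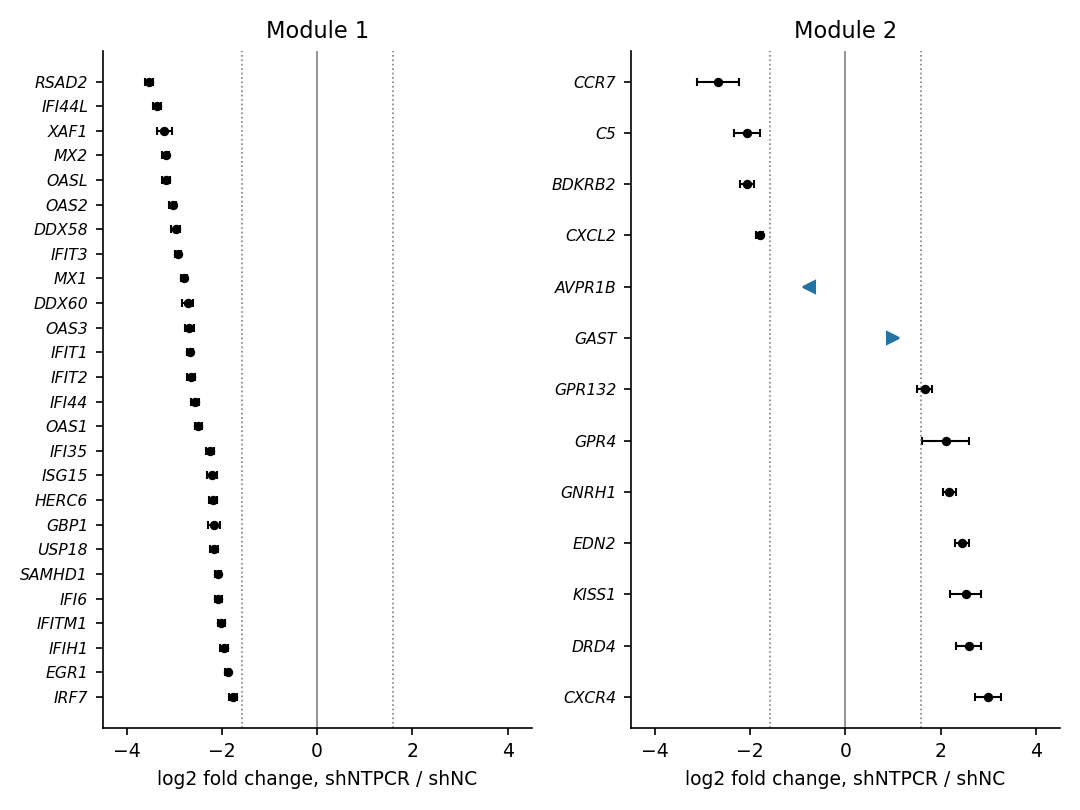
log2 fold change of shNTPCR over shNC (horizontal axis) for genes of module 1 (left) and module 2 (right); points with whiskers are the edgeR estimate ± its standard error, triangles are bounds for genes at the floor in one group, and dotted lines mark the cutoffs at 1.585 on both sides of 0. The genes shown of module 1 all lie to the left, from -3.53 to -1.77.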

By setting the score ≥ 10 and node ≥ 10 as cutoff criteria, two subnetwork modules were screened (Figure 4B). Several signaling pathways were identified as associated with these DEGs, including human papillomavirus infection, TNF signaling pathway, and Kaposi sarcoma-associated herpesvirus infection (Figure 4C).

### Prediction of miRNA and TFs Associated With EOC

The miRNAs and TFs correlated with DEGs were predicated by using Enrichr tools (Table 2). The top five miRNAs and TFs with the higher scores (combine score) were selected to establish a regulatory network of an miRNA–TF–target gene (Figure 4D). 

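Table 2 names 71 different genes, and all 71 were DEGs, 40 upregulated and 31 downregulated, each in the direction of its colour in Fig. 4D. As the paper took these genes from DEGs of the same libraries, this is not independent evidence. The 19 genes listed for hsa-miR-124-3p comprised 10 upregulated and 9 downregulated DEGs. For the other miRNAs, the DEGs listed were 9 for hsa-miR-30a-5p (3 upregulated), 7 for hsa-miR-146a-5p (3 upregulated), 6 for hsa-miR-214-3p (4 upregulated) and 5 for hsa-miR-140-5p (1 upregulated). Of the TF lists, EP300 had 27 DEGs (16 upregulated, 11 downregulated), GATA2 25 (12 and 13) and STAT3 24 (12 and 12). Between 66 and 69 of the 71 genes were DEGs when each library was left out in turn. The number fell most, to 57, when genes had to reach an FPKM of 0.1 in every library, a filter that leaves genes near 0 in one group untested. HBA2, listed for STAT3, rests on a single library: without the third shNC library its log2FC moved from -3.46 to -0.86 (FDR = 0.45, edgeR), and its groups overlap. MIR27A, listed for EP300, was at the floor in shNC and at least 5.76-fold higher in shNTPCR.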

*Hsa-miR-124-3p* and EP300 obtained the highest count compared with other miRNAs or genes (*Hsa-miR-124-3p*, gene number = 195, *p* < 0.01; EP300, gene number = 27, *p* < 0.01), indicating the two genes were hub genes in the regulatory network.

**TABLE 2:** The top five miRNAs and transcription factors with higher combined scores were predicted to be crucial factors associated with ovarian cancer.

Term	Gene num	*P*-value	Combined score	Genes
hsa-miR-124-3p	195	0.000706	70.998557	IGFBP1, SLC22A3, EGR1, SERPINE1, PLA2G4A, PTGS2, FGF1, PTGS1, PYCARD, MUC1, SNAI1, PIM1, TIMP3, CCL2, MVD, CD59, ANGPTL4, GBP1, CD55
hsa-miR-146a-5p	7	0.000182	20.229601	STAT1, SPP1, CXCR4, RARB, PTGS2, ICAM1, HSPA1A
hsa-miR-30a-5p	9	0.028172	19.442688	PLSCR1, EYA2, SERPINE1, SNAI1, PLA2G4A, LCP1, MLH1, TP53, SERPINB5
hsa-miR-140-5p	5	0.000304	17.247252	MMP13, STAT1, ALDH1A1, IGF2BP1, KLK10
hsa-miR-214-3p	6	0.001346	17.236654	PAPPA, PIM1, TNFSF9, SIK1, TP53, DKK3
EP300	27	2.87*E*−06	22.275263	TMPRSS3, SERPINE1, SEMA3B, STC1, PTGS2, GLI1, PIM1, ANKRD1, GBP1, CD55, SERPINB3, ABCC2, GDF15, FST, PLA2G4A, NR1D1, MLH1, SERPINB5, CLDN4, AADAC, KRT17, IL1B, PAPPA, CYP1A1, SIK1, ANGPTL4, TP53
GATA2	25	0.000196	14.549745	CSF2, SPARC, SERPINE1, STC1, PTGS2, ICAM1, NME1-NME2, EFEMP1, RAC2, PIM1, ANKRD1, CCL2, GBP1, IGFBP1, ABCC2, GDF15, DDX58, MMP1, ABCA4, GPR4, KITLG, AADAC, PAPPA, RARB, TEK
EP300	6	0.000578	14.452685	STAT1, SEMA3B, ANKRD1, MIR27A, PRSS22, CD55
STAT3	24	0.000407	13.263751	SERPINB3, EGR1, ABCC2, STAT1, TMPRSS3, SERPINE1, SEMA3B, HBA2, NR1D1, PTGS2, MLH1, SERPINB5, ICAM1, NME1-NME2, MUC1, PLSCR1, KRT17, IL1B, PAPPA, PIM1, ANKRD1, S100A14, GBP1, CD55
STAT1	8	0.000966	12.789136	MUC1, PLSCR1, GDF15, STAT1, DDX58, TNFSF10, PRTFDC1, ICAM1

### Differential Metabolites Between NTPCR and Normal Samples

Metabolism is the downstream of gene regulatory network and protein action network and is closely related to the phenotype of organisms. DEGs may ultimately affect the composition and level of intracellular metabolic spectrum. We used mass spectrometry to detect metabolite difference between the shNTPCR and shNC groups; by the threshold of FDR < 0.01, | log2FC|, and VIP > 1, we screened a total of 44 differential metabolites, including 26 metabolites in ESI + ion mode and 18 metabolites in the ESI− ion mode. Among these metabolites, there were 22 upregulated and 22 downregulated metabolites. Hierarchical cluster analysis and volcano plot results showed that these dysregulated metabolites can be significantly classified into two differential groups (Figures 5A,B).

**FIGURE 5:**
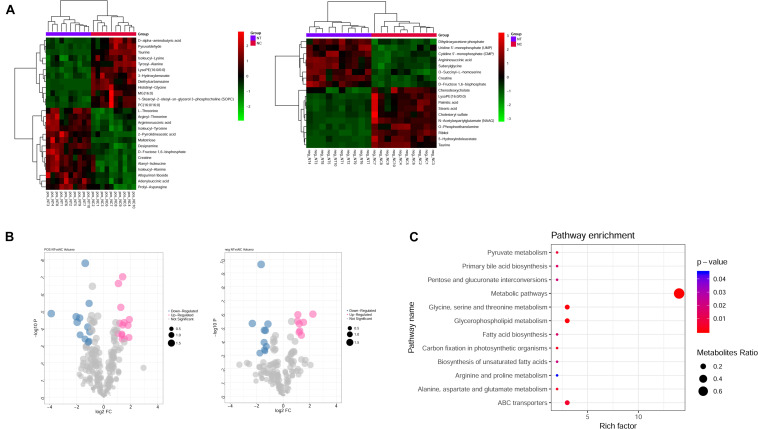
Identification of differential metabolites between NTPCR groups and normal groups. **(A)** Hierarchical clustering analysis was performed for differential metabolites in NTPCR vs. normal control samples under ESI + ion (left) and ESI- ion (right) modes. Green represent downregulated metabolites, while red refer to upregulated metabolites. **(B)** Volcano plot of differential metabolites in NTPCR vs. normal control samples under ESI + ion (left) and ESI- ion (right) modes. Blue dots are downregulated metabolites, pink dots refer to upregulated metabolites, and gray dots represent normal metabolites. The dot size was correlated with VIP values. **(C)** Functional enrichment results of differential metabolites in NTPCR vs. control groups. The horizontal axis is the count number of pathways, while the vertical axis is the pathway names. The dot size represents the ratio of pathways enriched by metabolites. The color change from blue to red means a smaller *p*-value.

Functional analysis results showed that a total of 12 signaling pathways were screened, including metabolic pathways, glycine, serine and threonine metabolism, glycerophospholipid metabolism, and ABC transporters (Figure 5C).

### Integrated Transcriptomic and Metabolomic Analysis

The integrated transcriptomic and metabolomic analysis showed that DEGs and differential metabolites in the NTPCR groups were associated with eight overlapped pathways, such as primary bile acid biosynthesis, protein digestion and absorption, pentose, and glucuronate interconversions (Figure 6). Of these pathways, pentose and glucuronate interconversions obtained a higher overlapped gene number than other pathways, including 10 overlapped genes (SLC7A7, SLC7A8, COL4A5, etc.) and one metabolite (L-threonine).

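Of the transporters, SLC7A7 (chromosome 14 of GRCh38, 22773222 to 22829820) rose from 2.76 ± 0.625 CPM in shNC to 13.6 ± 1.09 CPM in shNTPCR (SD, n = 3), a log2FC of 2.31 (standard error 0.150, FDR = 2.2e-08, edgeR). SLC7A8 on the same chromosome (23125295 to 23183674) was expressed at a low level, with 0.183 ± 0.055 CPM in shNC and 0.708 ± 0.0744 CPM in shNTPCR, and its log2FC of 1.91 has a wider standard error of 0.454 (FDR = 0.0031, edgeR). COL4A5 (chromosome X, 108439844 to 108697545) changed in the other direction, from 18.0 ± 2.29 CPM in shNC to 2.35 ± 0.480 CPM in shNTPCR, a log2FC of -2.94 (standard error 0.155, FDR = 2.7e-09, edgeR). All 3 were DEGs in each of the 6 fits that left out one library. The Results of the paper place these 3 genes under pentose and glucuronate interconversions, and its Discussion places them under protein digestion and absorption. KEGG gene lists were not used here, so their pathway was not checked. The UDP-glucuronosyltransferase genes, whose enzymes act on glucuronate, had 2 DEGs of 6, UGT1A7 and UGT1A9, both downregulated and named after their values were seen. In Fisher's exact tests over the 9 families, the FDR was 0.087 over DEGs of both directions and 0.019 over downregulated DEGs alone. These 2 genes share exons with other UGT1A genes, so their counts are uncertain. The SLC7 family had 2 DEGs of 8 (FDR = 0.107). The L-threonine measurements were not analysed here.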

**FIGURE 6:**
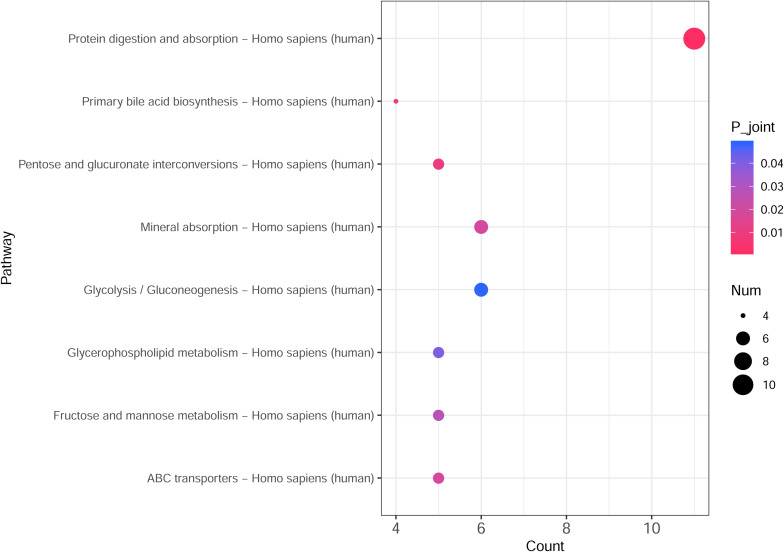
Integrated transcriptomic and metabolomic analysis results to identify crucial KEGG pathways related to ovarian cancer. The horizontal axis is the pathway categories, and the vertical axis is the count number of differential genes and metabolites. A *p* < 0.05 represents a significant difference, and the dots with the color changing from pink to red represents a smaller *p*-value.

## Discussion

In this study, we demonstrated the potential roles of NTPCR in EOC. It was observed that NTPCR was downregulated in EOC tissues and NTPCR can inhibit cell proliferation, migration, and invasion, and decrease the proportions of S- and G2/M-phase cells, indicating that NTPCR might serve as a tumor suppressor in ovarian cancer.

NTPCR (THEP 1, C1orf57, or HCR-NTPase) is a non-specific nucleoside triphosphatase exhibiting a slow hydrolyzed activity *in vitro*. It is overexpressed in several tumor tissues including neuroblastoma and liver cholangiocarcinoma (Placzek et al., 2007; Pasdziernik et al., 2009). A previous study reported there was no effect observed in NTPCR-silencing neuroblastoma cells, while overexpression of NTPCR led to the cytotoxicity of this protein (Pasdziernik et al., 2009). However, the expressed status and physiological role of NTPCR is still unknown in other cancer types, especially in ovarian cancer. Our study firstly reported that NTPCR might serve as a tumor suppressor in ovarian cancer progression.

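At the level of their own mRNA, the predicted TFs changed less than the DEGs. EP300 had 66.0 ± 10.7 CPM in shNTPCR and 133 ± 21.0 CPM in shNC (SD, n = 3), a log2FC of -1.01 (standard error 0.118, FDR = 6.9e-06, edgeR), which is below the fold change cutoff. GATA2 had 9.86 ± 1.14 against 7.95 ± 0.852 CPM, a log2FC of 0.31 (FDR = 0.054, edgeR), and its FDR ranged from 0.023 to 0.173 over the alternatives. STAT3 had 308 ± 13.5 against 349.5 ± 21.7 CPM, a log2FC of -0.18 (FDR = 0.025, edgeR), and over the alternatives its FDR ranged from 0.012 to 0.107. Mature miRNAs are not measured in gene counts of this kind.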

RNA sequencing results revealed that disturbance of transcriptome was observed in shNTPCR ovarian cancer cells, and several miRNAs and TFs were predicted to be hub genes correlated with ovarian cancer, including hsa-miR-124-3p, hsa-miR-146a-5p, hsa-miR-30a-5p, EP300, GATA2, and STAT3. MicroRNAs are endogenous small RNAs that function as pivotal roles in tumorigenesis, and they execute the posttranscriptional regulation process by interacting with target genes (Iorio et al., 2007; Kasinski and Slack, 2011). miR-124 s highly conserved in humans. Abnormally expressed has-miR-124 has been reported in multiple cancers, such as gastrointestinal carcinomas (Xia et al., 2012; Zhang et al., 2014) and hepatocellular carcinoma (Chen et al., 2018). Down-regulation of miR-124 was identified in highly metastatic ovarian cancer cells and human tissue specimens (Zhang H. et al., 2013). Consistent with the role in gastric cancer, it could inhibit invasive and migratory abilities of ovarian cancer cells according to interaction with the 3′-untranslated (3′-UTR) regions of SphK1 mRNA. Similarly, another paper showed miR-124 might serve as a tumor suppressor in malignant tumors, and thus, upregulated miR-124 could inhibit cell proliferation and migration by decreasing PDCD6 expression in SKOV3 and OCVAR3 cells (Yuan et al., 2017). A recent paper revealed miRNA-124-3p targeting gene Gata2 might be a novel biomarker related to ovarian cancer progression based on multiomics analysis of the tumor microenvironment (Gov et al., 2017). GATA-binding factor 2 (GATA2) is a TF that is critical for many physical processes, such as embryonic development, blood forming, and tissue-forming stem cells. Abnormal GATA2 epigenetic dysregulation can induce unfavorable phenotypes in human gastric cancer by decreasing expression of GATA6, which has a vital role in gastrointestinal development (Song et al., 2018). Considering this, our study is consistent with a previous study that miR-124 might interact with target gene GATA2 to regulate the progression of ovarian cancer.

As for miR-146a, Wilczyński et al. (2017) analyzed the expression of miRNAs in ovarian cancer patients undergoing surgery and found miR-146a was increased in primary tumors compared with normal ovarian tissue (*p* = 0.02); lower levels of miR-146a in patients were correlated with shorter survival times. Many ovarian cancer patients with a strong family history had mutations of BRCA1/BRCA2, and a previous study demonstrated miR-146a can bind to the 3′-UTR region of the two genes and regulated their expression (Pastrello et al., 2010); patients who had polymorphism of hsa-mir-146a (rs2910164) may be diagnosed at a younger age than patients without a variant allele. Histone acetyltransferase p300 (EP300) is also known as p300, and it functions as a histone acetyltransferase that regulates cell growth and division. Somatic missense alterations of EP300 have been identified in gastrointestinal cancer, such as colorectal and gastric cancer (Muraoka et al., 1996). Six truncating mutations were identified in various human cancer types, including ovarian carcinoma (Gayther et al., 2000). Moreover, EP300 can be targeted by the miR-106b∼25 cluster and be involved in regulating multidrug resistance in an ABC transporter-independent manner (Hu et al., 2016). Prevalent evidence uncovered the roles of STAT3 in ovarian cancer. Elevated STAT3 expression was identified in ovarian cancer ascites and could promote invasion and metastasis (Saini et al., 2017). STAT3 also interacting with miRNA-92 promoted malignant progression in ovarian cancer, and the potential mechanism was associated with regulation of the Wnt signaling pathway (Chen et al., 2017). Multiomics profiling reveals STAT3 regulated several biological processes in ovarian cancer, including epithelial–mesenchymal transition, cell cycle progression, and E2F signaling (Lu et al., 2019).

In addition, metabolites were final products in biological processes and can be disturbed by genetic factors. The integrated transcriptomic and metabolomic analysis demonstrated that significant alterations of eight pathways were identified in the NTPCR group, such as pentose and glucuronate interconversions, primary bile acid biosynthesis, protein digestion, and absorption. A total of 10 overlapped genes (SLC7A7, SLC7A8, COL4A5, etc.) and one metabolite (L-threonine) were significantly correlated with the pathway of protein digestion and absorption in ovarian cancer. AKT serine/threonine kinase 1 can be target by microRNA-215 to regulate the progression of breast cancer (Yao et al., 2017). Moreover, serine–threonine kinases (STK) were also reported as attractive therapeutic targets in EOC; the combination of STK inhibitors with cytotoxic agents or other class biological agents significantly improved clinical benefit rates (Ciccone et al., 2016).

In summary, our study provided an experimental foundation that decreased NTPCR can affect cell proliferation, cell cycle, cell migration, and invasion in SKOV3 cells. Further experimental foundations should be conducted to investigate the mechanism of NTPCR in ovarian cancer progression. Integrative analysis of transcriptomic and metabolic profiling identified crucial pathways related to differential metabolites and genes. This study might provide attractive targets for the potential treatment of ovarian cancer patients.

## Data Availability Statement

The data can be found in online repositories: Gene Expression Omnibus GSE178486.

## Ethics Statement

The studies involving human participants were reviewed and approved by Ethics Committee of Hangzhou First People’s Hospital. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

JT: conception and design of the research. HS and ZR: acquisition of data. HZZ and ZR: analysis and interpretation of data. HS, HZZ, and HJZ: drafting the manuscript. ZZ and JT: revision of manuscript for important intellectual content. HS: conducting experiments. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

EOC: epithelial ovarian carcinoma
NTPCR: nucleoside-triphosphatase cancer-related
DEGs: differential expressed genes
NGS: next-generation sequencing
TFs: transcription factors
GO: Gene Oncology
KEGG: Kyoto Encyclopedia of Genes and Genomes
GATA2: GATA-binding factor 2
EP300: histone acetyltransferase p300
STK: serine-threonine kinases
PI: propidium iodide
FPKM: fragments per kilobase of exon per million fragments mapped
GSEA: Gene Set Enrichment Analysis
UPLC: ultra performance liquid chromatography
PCA: principal component analysis
PLS-DA: partial least-square discriminant analysis.

How the deposited data were processed for this re-analysis (not part of the article)

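The deposited data comprise 6 RNA-sequencing libraries of SKOV3 cells, 3 of cells carrying an shRNA against NTPCR (shNTPCR) and 3 of cells carrying a control shRNA (shNC). The metabolomic, qPCR, cell and tissue measurements of the paper were not analysed here. Per the file headers and the methods, the authors trimmed the reads, aligned them to GRCh38 with Hisat2 and counted fragments (read pairs) on the exons of each Gencode v28 gene with featureCounts v1.6.0, so the values deposited by the authors are raw counts, paired-end, without strand and without multi-mapping fragments. The authors also deposited a filtered table with the same counts and with gene lengths. The methods say that it was filtered on FPKM, and its contents were tested against that filter with FPKM computed here from the deposited counts and lengths. Libraries were assigned to groups by their labels, and the level of the targeted gene was checked in each library first.

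Depth was 18474227 to 23766517 counted fragments per library. Fragments on genes outside the filtered table made up 0.0718% to 0.107% of each library, mitochondrial genes 2.40% to 2.55%, and the 10 most abundant genes 5.44% to 5.72% in shNTPCR and 4.00% to 4.14% in shNC. The biological coefficient of variation over the genes tested was 0.0756. The counts of 218 genes in the table that share a symbol were kept apart by gene ID.

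The comparison of shNTPCR with shNC used edgeR 4.0.16 in R 4.3.3 on the 22838 genes of the filtered table, with TMM normalization, estimateDisp, glmQLFit and glmQLFTest at their defaults. A gene was a DEG when its |log2FC| was above 1.585 and its FDR, adjusted by Benjamini-Hochberg over all genes tested, was below 0.05. Standard errors of log2FC were computed as |log2FC| divided by the square root of F. CPM values use TMM library sizes and are given as mean and SD of 3 libraries. A fold change against a group at the floor (at most 3 fragments in every library) is given only as a lower bound against that floor. Genes named in the text are NTPCR, the genes the paper names in its text, Tables 1 and 2 and legibly in Fig. 4B and 4D, identity genes of the line, and the 5 most upregulated and 5 most downregulated DEGs with a mean of at least 100 fragments and no overlap between groups. Other genes are marked as chosen after their values were seen. Values of a few single genes are not reported here, and the figures leave these genes out.

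Gene lists were tested with camera (preset correlation 0.01, voom weights, limma 3.58.1), with camera with the correlation estimated from the data, and with fry. These are tests of a model fitted across genes and not exact tests, so the share of other splits of the libraries with a result as large is given beside them. The lists were the modules of Fig. 4B, the S-phase and G2/M genes of Seurat 5.3.0, and a list of cholesterol synthesis genes made after the data had been seen. Marker lists of other lines (A549-like, HepG2-like, and lines of colon and prostate carcinoma), of blood cells and of Y-linked genes were also tested with camera. Gene families defined by symbol stood in for GO and KEGG terms and were tested with two-sided Fisher's exact tests. Enrichment against GO, KEGG or GSEA collections, network degrees and miRNA or TF predictions were not recomputed. Sites of the shRNAs were found by exact matching to the Gencode v44 transcripts and to the GRCh38 genome, and seed matches in 3' UTRs were compared by permutation (100000 permutations within 10 bins of UTR length, two-sided).

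The lists, families, thresholds and alternatives were set before the data were examined, except the offsets for GC content and gene length, the cholesterol synthesis list, the marker lists and the groups of interferon and X-linked genes. The alternatives were edgeR's RLE normalization, DESeq2 1.42.0, other filters (at least 1 fragment in any library, filterByExpr, and an FPKM of at least 0.1 in every library or in at least 1 library), robust dispersion, the replicate number as a block, each library left out in turn, glmTreat, and an FDR below 0.01. A first version of the GC and length offsets counted the library composition factor again on top of TMM and was corrected. In both versions the log2FC of NTPCR was below the fold change cutoff. In the fit of all genes with at least 1 fragment, edgeR estimated no variability specific to single genes (infinite prior degrees of freedom), so its FDR values for single genes are not relied on, although the ranges over the alternatives include them.

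The methods were tested on simulated counts for the 22838 genes with 200 changed genes. The changed genes were drawn only from genes above a minimum mean count, and all changes were past the fold change cutoff. Counts varied by a trend on expression, without variability specific to single genes. In the data, 10599 genes had an FDR below 0.05, and 487 DEGs had a mean below 10 fragments per library. Recovery of changed genes with few fragments was therefore not tested. The edgeR fit with TMM recovered 199 of them (99.5%) with 1 false call, DESeq2 198 with 0 false calls, glmTreat 180 with 0, and edgeR with 1 library left out 199 with 0. With a simulated GC trend, edgeR made 105 false calls without the offsets and 1 with them. Of 200 lists of unchanged genes, 2 were below 0.05 with camera and 9 with fry. Scripts for the tables used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.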

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

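The fits of all genes and of the genes kept by filterByExpr were set before the data were examined. Their use for genes outside the filtered table was chosen only after the result was seen. The paper tests the genes of its filtered table. When all 34705 genes with at least 1 fragment were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 541 genes outside that table passed the cutoffs of the paper, 253 higher and 288 lower in shNTPCR. The paper did not analyse these genes. Other splits of the libraries were not run for these genes, and neither were GC and length offsets.

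Low counts were tested as an explanation with edgeR's filterByExpr, which keeps 164 of the 541 genes. In the fit of the genes it keeps, 162 genes outside the table passed the same cutoffs, 46 higher and 116 lower, which argues against low counts for these. An example named after its values were seen is NTRK3, with 1.93 ± 0.166 CPM in shNTPCR and 30.4 ± 0.829 CPM in shNC (SD, n = 3). Its log2FC was -3.94 (FDR = 3.1e-10 in that edgeR fit). PKD1L2, also named after its values were seen, rose from 1.22 ± 0.445 to 6.18 ± 0.688 CPM, a log2FC of 2.37 (FDR = 4.4e-06, edgeR). Genes of this kind were left out by the authors' filter. Of 398 genes at an FPKM of at least 0.1 in all 3 shNC libraries and no shNTPCR library, 148 are not in the table, and of 277 with the reverse pattern, 102 are not. A difference between the groups, whether from the loss of NTPCR or from another difference between the cells, may therefore be missing from the DEG list for these 162 genes.

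For the 377 genes that filterByExpr removes, a difference between the groups and the scatter of low counts cannot be told apart, because too few fragments were counted.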

How the results depend on the processing

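Among the tests in this part, only the GC and length offsets were chosen after the results were seen. The number of DEGs depended most on the filter and on the fold change cutoff. With an FPKM of at least 0.1 required in every library it was 775 (469 up, 306 down), as fewer genes (17236) are tested, and 759 of these were among the 1408. With the cutoff inside the test (glmTreat) it was 347 (202 up, 145 down), since this asks that the fold change be significantly above the cutoff. The other settings gave 1079 (604 up, 475 down; FDR below 0.01) to 1935 (1016 up, 919 down; at least 1 fragment). DESeq2 gave 1226, of which 1195 were among the 1408, RLE 1427 (1391 shared), and filterByExpr 1150 (970 shared). Leaving out each library in turn gave 1303 to 1380 (716 to 771 up, 562 to 622 down), with 1154 to 1217 shared. The GC and length offsets gave 1468 and reversed the split, to 612 up and 856 down (41.7% up, against 55.6%). The median log2FC of all genes moved from -0.03 to -0.09. The offsets left a correlation of log2FC with gene length of 0.100, against -0.0916 before, so neither split is free of a length trend.

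NTPCR was lower in shNTPCR in each of the alternatives run. With the GC and length offsets its log2FC was -1.54 (FDR = 1.5e-09, edgeR; 2.3e-53 to 7.1e-07 over the alternatives), below the fold change cutoff. The cause was not tested. It was -1.76 to -1.65 with each library left out.

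Module 1 had a median log2FC of -2.57 to -2.54 over the alternatives and -2.59 to -2.45 with each library left out, always below 0.05. Module 2 (median 2.11) was past the threshold with fry and not with camera. With an FPKM of 0.1 in every library its median was 2.32 and it was past the threshold with camera. Under that filter, 8 of its genes are DEGs and the genes near 0 in one group are not tested. Its median was 1.87 to 2.23 with each library left out. G2/M genes were not past the threshold with camera at the estimated correlation (0.15, p = 0.27; 8.9e-04 to 0.27 over the alternatives). The number of gene families was 7 with at least 1 fragment or an FPKM of 0.1 in at least 1 library, where more genes are tested, and 3 to 5 with each library left out. Table 1 held 22 to 23 DEGs and Table 2 held 57 to 71. In clustering, the gap between correlations within and between groups was 0.0205 with a prior count of 0.5 and 0.0190 with the prior of 2. The 6-base seed match of shRNA2 gave -0.0336 (permutation p = 0.0025, two-sided).

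For 44 single genes other than NTPCR, 631 of 647 values under the alternatives kept their direction and their status as a DEG or not, and 16 were no longer DEGs, all for HBA2, AVPR1B and GAST. Each of these rests on few fragments or on a single library. The 44 genes do not include every gene of Table 2, and others of that table also moved. Of the 6 fits that each left out one library, SERPINB3 and ABCA4 were DEGs in 2, and PRSS22 and EFEMP1 in 3.

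With the replicate block, 1263 DEGs were found (710 up, 553 down). Libraries with the same number did not deviate together (correlations of -0.38, 0.19 and 0.12), so the numbers do not pair them. At this depth, genes under about 3 fragments per library have no measured fold change.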

Differences from the paper's values

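No test in this part was chosen after the result was seen. For hsa-miR-124-3p, the paper's count of target genes is 195, and 19 genes listed for it in Table 2 were DEGs here. None of the alternatives set before the data were examined closed the gap, with 17 to 19 genes. Only the genes that Table 2 lists could be counted, so no alternative could give more than 19.

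The methods say that genes below the FPKM minimum in any sample were removed. The filtered table holds 5602 genes below it in at least 1 library. Read as a minimum in every library, the filter leaves 17236 genes and gives 775 DEGs, and the table gives 1408.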

Other observations

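In this part, the tests of interferon genes, of cells of another line, of cycling cells and of blood or liver RNA were chosen only after the results were seen. The list of cholesterol synthesis genes was written after INSIG1, MSMO1 and MVD had been seen.

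The 6 libraries can be split into 3 and 3 in 10 ways. For the number of DEGs in all, upregulated and downregulated, module 1, module 2, the genes of Tables 1 and 2, the gene families and the S-phase genes, 1 of the 10 splits, the real one, gave a result as large. For the G2/M genes it was 3 of the 10. The modules and the genes of Tables 1 and 2 were chosen from DEGs of the real split, which favours that split for them. The share cannot be lower than 1 of 10 with 3 libraries per group, so chance and the knockdown cannot be told apart by this test. The camera p of module 1 was 1.2e-07 to 4.4e-05 in the other 9 splits, against 2.6e-30 in the real one. Each of the other splits sets 2 libraries of a group and 1 of the other against the rest, so it still holds part of the difference between the groups.

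Module 1 holds interferon-stimulated genes. GC content or gene length bias was argued against, since the median log2FC with the offsets was -2.57. The pooled fragments of IFNB1, IFNL1, IFNL2 and IFNL3 were 10 in shNTPCR and 80 in shNC, or 15.5% of shNC after scaling (95% exact interval 7.17% to 30.1%; exact permutation p = 0.10, two-sided). This is consistent with interferon made by cells of the shNC libraries, which may explain the higher level of these genes there. Whether the shNC construct, the loss of NTPCR or the handling of the cultures changed interferon was not tested. No members of module 1 fell further than the Y-linked genes beyond the error of counting (0 of 27), so cells of another line in the shNC libraries and a change within SKOV3 cells cannot be told apart for them by this test.

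The 9 genes of the Y-linked list with fragments had 55 in shNTPCR and 717 in shNC, or 9.53% of shNC after scaling (95% exact interval 7.11% to 12.5%), a log2 ratio of -3.39. PRKY, which is not in the list, had 0 fragments in each shNTPCR library and 7, 11 and 7 in the shNC libraries. The intervals and tests on pooled fragments in this part cover the error of counting only and not the variation between libraries. The most abundant was RPS4Y1, with 4.36 to 4.69 CPM in shNC. Together, the shNC libraries held 9.89, 9.90 and 10.7 CPM and the shNTPCR libraries 1.19, 0.908 and 0.829. Reads shared with the X-linked copies were argued against, since their median log2FC was -0.17, from -0.74 to 0.55. Blood or liver RNA of single libraries was argued against, since Y-linked CPM differed 1.08-fold between the shNC libraries, and haemoglobin genes 95.3-fold and ALB 62.1-fold. Of 16057 autosomal genes, 22 fell by at least the Y-linked ratio and 36 rose by as much (exact binomial p = 0.087, two-sided). Cells of another line in the shNC libraries remain a possible explanation that cannot be told apart from a change in the cells, because a few such genes decide nothing. Such cells would have to make up most of the shNC libraries to leave 783 genes over 3-fold higher in shNTPCR. This is argued against by ERBB2 and PAX8, with log2FC values of -0.17 and -0.13, although other identity genes changed more (WT1 -1.51, VIM 0.69). Of the 625 downregulated DEGs, 1 fell further than the Y-linked genes beyond the error of counting (CPLX2, 44 against 2099 fragments, FDR = 2.7e-07, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). For the downregulated DEGs, cells of another line stay open.

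The marker lists gave camera p values of 0.88 for A549-like, 0.57 for HepG2-like, 0.43 for colon carcinoma, 0.12 for prostate carcinoma, 0.57 for blood cell and 1.3e-05 for Y-linked genes. SKOV3 libraries express 13 of 18, 3 of 15, 2 of 10, 7 of 10, 2 of 12 and 2 of 10 of these genes over 1 CPM. Of the identity genes, ERBB2 had 3274 CPM in shNTPCR and 3688 CPM in shNC, and PAX8 406 and 445 CPM. Others changed more, with log2FC values of -1.51 for WT1, 0.69 for VIM, 0.33 for KRT8, 0.34 for KRT18 and 0.30 for EPCAM. WT1 was expressed at a low level, with 0.83 CPM in shNTPCR and 2.37 CPM in shNC. XIST differed within groups, at 53.4 ± 26.6 and 136 ± 73.5 CPM (SD, n = 3).

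HBB, HBA2 and HBA1 were all 3 highest in the third shNC library, with 524 fragments against 5 and 73 in the others of its group. HBB reached 14.5 CPM there. This is consistent with blood RNA in that library. ALB was highest there too, with 9.80 CPM. Liver RNA in single libraries was tested with the 12 genes of the HepG2-like list that were low in these cells, and 12 of 12 were highest in 1 of the 3 libraries with most ALB (exact binomial p = 4.9e-04, two-sided), which is consistent with it. No biological explanation was tested, as these libraries share no condition. The binomial test counts each gene as a separate trial. Genes from the same RNA would rise together, so its p-value does not measure chance among the 6 libraries.

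Of 42 S-phase genes, 40 were lower in shNTPCR, with a median log2FC of -0.56 (camera p = 1.7e-12; 0.0019 with the estimated correlation; 1.7e-06 with fry). GC content or gene length bias was argued against, since the median was -0.48 with the offsets. Of 54 G2/M genes, 34 were higher, with a median of 0.15. This list was past the threshold with camera and with fry, and not when camera estimated the correlation. Fewer cycling cells may lower both lists. The G2/M median of 0.15, over genes that go both ways, decides nothing. Fewer cycling cells and a change in S phase therefore cannot be told apart. By flow cytometry and EdU, the paper reports a larger share of S- and G2/M-phase cells and more DNA replication when NTPCR was lowered. The lower S-phase transcripts run the other way. They are a different measure, and cell cycle fractions were not measured in these libraries.

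Of 24 cholesterol synthesis genes, 21 were higher in shNTPCR and 8 were DEGs, with a median log2FC of 1.13 (camera p = 2.1e-13; 0.0040 with the estimated correlation; 7.2e-07 with fry). A change in the few genes seen first was argued against, since the other 21 had a median of 1.04, and GC or length bias was argued against by a median of 1.12 with the offsets. In 1 of the 10 splits, the real one, the result was as large, which is the smallest share that 3 libraries per group can give. A higher expression of this pathway in shNTPCR may be a response to the loss of NTPCR, as a hypothesis from these libraries alone.

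For each shRNA, an off-target effect through the seed would lower genes with a seed match in their 3' UTR. With shRNA1, the 898 of 13912 genes with a 7-base match were higher by 0.0935 in median log2FC than length-matched permutations (permutation p = 5.0e-05, two-sided), the direction opposite to this effect, and so were the 2750 genes with a 6-base match (0.0258, permutation p = 0.041). The legend of Fig. 2 states that shRNA1 was selected for later experiments, and the RNA-sequencing section names no shRNA. With shRNA2 the 1390 genes with a 7-base match differed by -0.0160 (permutation p = 0.38), and the 4553 genes with a 6-base match by -0.0336, in the direction of the effect (permutation p = 0.0025). With shRNA3 the 2016 genes with a 7-base match differed by -0.0036 (permutation p = 0.79) and the 5816 genes with a 6-base match by -0.0155 (permutation p = 0.13). For shRNA2 and shRNA3, a weak effect and none cannot be told apart, because the 7-base matches do not differ beyond permutations. Genes are not independent replicates in these tests.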
